# Distinct methylation levels of mature microRNAs in gastrointestinal cancers

**DOI:** 10.1038/s41467-019-11826-1

**Published:** 2019-08-29

**Authors:** Masamitsu Konno, Jun Koseki, Ayumu Asai, Akira Yamagata, Teppei Shimamura, Daisuke Motooka, Daisuke Okuzaki, Koichi Kawamoto, Tsunekazu Mizushima, Hidetoshi Eguchi, Shuji Takiguchi, Taroh Satoh, Koshi Mimori, Takahiro Ochiya, Yuichiro Doki, Ken Ofusa, Masaki Mori, Hideshi Ishii

**Keywords:** Tumour biomarkers, Tumour biomarkers, Cancer epigenetics, Cancer epigenetics

## Abstract

The biological significance of micro (mi)RNAs has traditionally been evaluated according to their RNA expression levels based on the assumption that miRNAs recognize and regulate their targets in an unvarying fashion. Here we show that a fraction of mature miRNAs including miR-17-5p, -21-5p, and -200c-3p and let-7a-5p harbor methyl marks that potentially alter their stability and target recognition. Importantly, methylation of these miRNAs was significantly increased in cancer tissues as compared to paired normal tissues. Furthermore, miR-17-5p methylation level in serum samples distinguished early pancreatic cancer patients from healthy controls with extremely high sensitivity and specificity. These findings provide a basis for diagnostic strategies for early-stage cancer and add a dimension to our understanding of miRNA biology.

## Abstract (web summary)

In cancer it is assumed that microRNAs recognise and regulate their targets uniformly. Here, the authors show that in gastrointestinal cancers methylation of microRNAs may impact their stability, and that levels of microRNA methylation are distinct in pancreatic cancer patients compared to healthy controls with potential diagnostic implications.

## Introduction

Micro (mi)RNAs are broadly conserved small RNA families that are implicated in a wide variety of pathological processes, including cancer initiation and progression^1,2^. Their aberrant expression in cancer tissues and remarkable stability in body fluids makes miRNAs a useful biomarker for cancer diagnosis^3^. However, miRNA research has traditionally employed RNA expression level to evaluate their biological significance^4^, and the possibility of functional heterogeneity has not been extensively investigated. In this study, we demonstrate the value of using miRNA methylation rather than expression level for cancer diagnosis.

Recent evidence suggests that a substantial fraction of mRNAs and non-coding RNAs undergo chemical modification, which is critical for embryonic development and maintenance of physical states^5–8^; in fact, tRNAs—a distinct class of non-coding RNAs—have a variety of RNA modifications that maintain their stability and proper functioning^9,10^. Interestingly, mature tRNAs are 70–90 nucleotides long, which is similar to the length of most miRNA precursors^11^. This led us to hypothesize that mature miRNAs may also undergo RNA modification. Conventional methylation detection methods such as bisulfite sequencing and methylated RNA immunoprecipitation followed by RNA sequencing (RIP-Seq) can only detect pre-established RNA modifications^8,12^. In this study, we used a non-targeted mass spectrometry sequencing technique that enabled unbiased detection of RNA modifications, leading to the identification of novel methylated cytosines and adenines in several mature miRNAs in cancer cell lines, human tissues and serum.

## Results

### RNA methyltransferases were upregulated in gastrointestinal cancer

To investigate whether the methylated RNAs are up- or downregulated in cancer cells, we first examined the expression levels of RNA-methylation enzymes; writer proteins such as methyltransferase-like (METTL)3 and METTL14, which are methylation enzymes for adenine^13–15^ and NOP2/Sun RNA methyltransferase family member (NSUN)2, which is a methylation enzyme for cytosine^16^. Although the expression levels were similar between gastrointestinal cancer and normal tissues, the data showed different distribution between gastrointestinal cancer and normal tissues. The expression levels tended to be upregulated in gastrointestinal cancer. (Fig. 1a, b and Supplementary Figs. 1 and 2). Moreover, the expression levels of METTL3 and the adenine demethylation enzyme AlkB homolog (ALKBH)5 were negatively correlated (Fig. 1c), suggesting that RNA methylation tended to increase in gastrointestinal cancer. To quantify the methylated miRNA in gastrointestinal cancer cells, we carried out liquid chromatography-mass spectrometry (MS) analysis^17^ of small RNA fractions of three different cell lines that were size-fractionated from total RNA by ultrafiltration. RNA methyl marks including 5-methylcytosine (5mC), N6-methyladenosine (m6A), 3-methylcytosine, and N1-methyladenine (m1A) were detected in 1–8% of total adenines and cytosines analyzed (See Supplementary Fig. 3). Importantly, the fraction of methylated miRNAs increased upon stimulation with epidermal growth factor in all cell lines examined, suggesting the existence of a systemic regulatory mechanism for RNA modification.

**Fig. 1:**
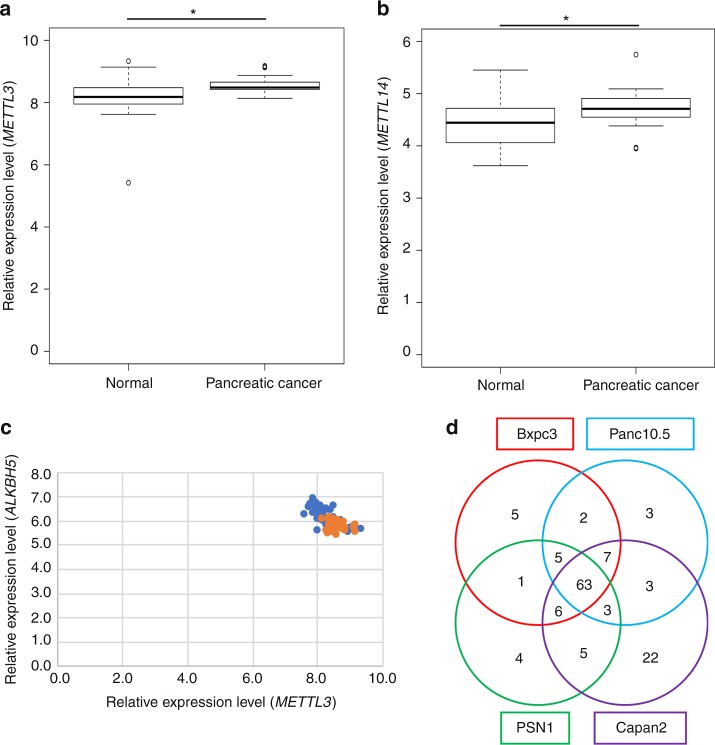
Methylated miRNAs are tended to upregulated in gastrointestinal cancer. **a** Analysis of RNA expression levels of the RNA methylases *METTL3* using a Gene Expression Omnibus (GEO) dataset (GDS4103) derived from pancreatic cancer and paired normal tissue samples from 36 patients. *p= 7.68 × 10^−5^ (Wilcoxon’s *t* test). **b** Analysis of RNA expression levels of the RNA methylase *METTL14* using a Gene Expression Omnibus (GEO) dataset (GDS4103) derived from pancreatic cancer and paired normal tissue samples from 36 patients. *p= 0.007193 (Wilcoxon’s *t* test). **c** Analysis of the correlation between *METTL3* and *ALKBH5* expression levels. Blue and orange points represent normal tissue and Pancreatic cancer tissue, respectively. R value was −0.68 in normal tissue and −0.19 in pancreatic cancer. **d** Methylated miRNA analysis by RIP-Seq using an anti-m6A antibody. The Venn diagram shows that 63 methylated miRNAs were common to four pancreatic cancer cell lines. The box range means from the first quartile to the third quartile. The second quartile means the median of the data. The lower limit of the bar was estimated by “the first quartile − 1.5 × interquartile range”, and the upper limit of the bar was estimated by “the third quartile + 1.5 × interquartile range”

### Methylated microRNAs have altered target inhibitory effects

To clarify the biological significance of mature miRNA methylation, we synthesized miR-200c oligonucleotides with m6A or m5C modifications at all adenines and cytosines, respectively. These oligonucleotides with or without methylation were transfected into the DICER exon 5-disrupted colorectal cancer cell line HCT116 (HCT116^EX5^), which has very low expression levels of endogenous miRNAs^18^. 

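RNA from HCT116 EX5 cells transfected with 4 synthetic forms of miR-200c was measured on 1-colour oligonucleotide arrays, with 1 array for each form. HCT116 EX5 is a colorectal carcinoma line in which DICER, the enzyme that releases mature miRNAs from their precursors, was disrupted, so that a transfected miRNA acts with little endogenous miRNA beside it. The deposited labels name a non-methylated form, a 5mC-containing form without its methylated positions, a form with 5mC at all cytosines, and an m6A form. The paper refers to Fig. 2d for the sequences of its oligonucleotides and describes a 5mC at a specific position of miR-200c-3p, but whether the 5mC-containing form carries it there was not determined here. The array of the non-methylated form also bears the title Control, and the methods of the paper speak of a control besides the non-methylated and methylated forms. It is therefore called the array labelled non-methylated miR-200c here. DICER1 had a normalized intensity of 23.6 on the array labelled non-methylated, 25.5 on the 5mC-containing array, 32.9 on the all-cytosine 5mC array and 30.1 on the m6A array. Where its probe lies relative to the disrupted exon was not determined here, so these values check neither the cells nor the labels. For every spot the authors deposited the raw intensity, the intensity after subtraction of 1 background value per array, and that intensity scaled by 1 factor per array to a median of 25. The scaled value, called normalized intensity here, was used on the log2 scale. Of 24460 probes, 21866 were above background on the array labelled non-methylated, 21951 on the 5mC-containing array, 21941 on the all-cytosine 5mC array and 21798 on the m6A array. Spots without a value above background were set to 0.738, the lowest level that all 4 arrays could measure. Each gene was read from its brightest probe among those above background on at least 2 arrays, which left 18877 genes. With 1 array per condition there is no replicate error, and no p-value was computed. Single genes were described by a difference of at least 2-fold. A gene list was described by the median log2 difference of its members minus that of the other genes, called its shift, and by the percentile of this shift among 10000 random lists of the same size and similar intensity. The percentile describes these arrays and cannot separate a condition from its single array.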

Gene expression profiling revealed that m6A-modified miR-200c-3p did not reduce target mRNA expression level as compared to m5C-modified or non-methylated miR-200c-3p (See Supplementary Fig. 4).

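Genes reported as targets of miR-200c or of miRNAs with the same seed were lower on both arrays of 5mC forms than on the m6A array, and were not higher on the m6A array than on the array labelled non-methylated miR-200c. CFL2, a muscle-type cofilin that severs actin filaments, had a normalized intensity of 249 on the m6A array and 319 on the array labelled non-methylated. It was 65.4 on the 5mC-containing array and 42.9 on the all-cytosine 5mC array. SEC23A, a coat protein of vesicles that leave the endoplasmic reticulum, was at 94.9 on the m6A array and 93.6 on the array labelled non-methylated, against 39.4 and 35.5 on the 5mC-containing and all-cytosine 5mC arrays. ZEB1, the transcriptional repressor of E-cadherin that drives epithelial-mesenchymal transition, was at 182 on the m6A array, 274 on the array labelled non-methylated, 124 on the 5mC-containing array and 104 on the all-cytosine 5mC array. MSN, which links actin to the plasma membrane, was at 53.9, 60.6, 27.3 and 17.1 in the same order. Its dimmer probe showed a smaller difference, with a log2 difference of -0.46 between the all-cytosine 5mC array and the array labelled non-methylated, against -1.83 for the brighter one.
BMI1, a Polycomb protein, did not follow this order, with 389 on the m6A array and 542, 422 and 349 on the labelled non-methylated, 5mC-containing and all-cytosine 5mC arrays. VEGFA was between 50.2 and 53.7 on all 4 arrays, and SUZ12, CRKL, RND3 and ZEB2 differed by less than 1.5-fold between any 2 arrays. CDH1, which encodes E-cadherin, was at 73.7 on the array labelled non-methylated and 81.3 on the m6A array, and VIM, the mesenchymal filament protein vimentin, was at 360.1 and 409.7.
Of 52 reported targets listed from general knowledge before the data were examined, 50 were measured. QKI and PTPN13 each had 1 probe, which did not reach background on enough arrays. On the m6A array 34 of the 50 were higher than on the all-cytosine 5mC array, 6 of them at least 2-fold, and none was lower by that much. Of these 6, WASF3 was close to background, at 1.67 against the floor of 0.738. MSN, also among them, had a log2 difference of 0.35 on its dimmer probe. The shift of the list was 0.18, at percentile 99.99 of the random lists. Against the 5mC-containing array 31 of 50 were higher on the m6A array, 3 of them at least 2-fold, and FN1, close to background, was lower. This shift was 0.16, and no random list lay as high. Between the m6A array and the array labelled non-methylated 22 targets were higher on the m6A array and 28 lower, none of them 2-fold, with 1 higher and 7 lower at 1.5-fold. Of these, WASF3, the higher one, and FN1 and GATA3, among the lower, were close to background. The shift was -0.049, at percentile 10.3 and inside the range of -0.079 to 0.082 that held the central 95% of random lists. In 2 of 10 alternative settings it lay below the central 95% of the random lists drawn under that setting. The array labelled non-methylated had the higher target levels in both comparisons with 5mC forms. On the all-cytosine 5mC array 35 of 50 targets were lower than on it, 7 of them at least 2-fold, with a shift of -0.41. On the 5mC-containing array 34 of 50 were lower, 6 of them at least 2-fold, with a shift of -0.23. No target was 2-fold higher in either comparison, and no random list lay as low. Between the 2 forms with 5mC, 32 of 50 targets were lower with the all-cytosine form, and 7 were lower and 2 higher at 1.5-fold, with no target at 2-fold. The shift was -0.070, at percentile 2.85, and lay below the central 95% of random lists in 2 of 10 alternative settings. With normexp and with the raw values of the series these shifts kept their direction and were smaller, at 0.067 and 0.064 for m6A against all-cytosine 5mC, 0.057 and 0.058 for m6A against the 5mC-containing form, -0.091 and -0.16 for all-cytosine 5mC and -0.14 and -0.13 for the 5mC-containing form against the array labelled non-methylated. The TarBase set of the paper was not used here. From its gene expression profiling, the paper states that the m6A form did not lower target mRNAs when set against the m5C or non-methylated form (Supplementary Fig. 4).

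**Figure D1:**
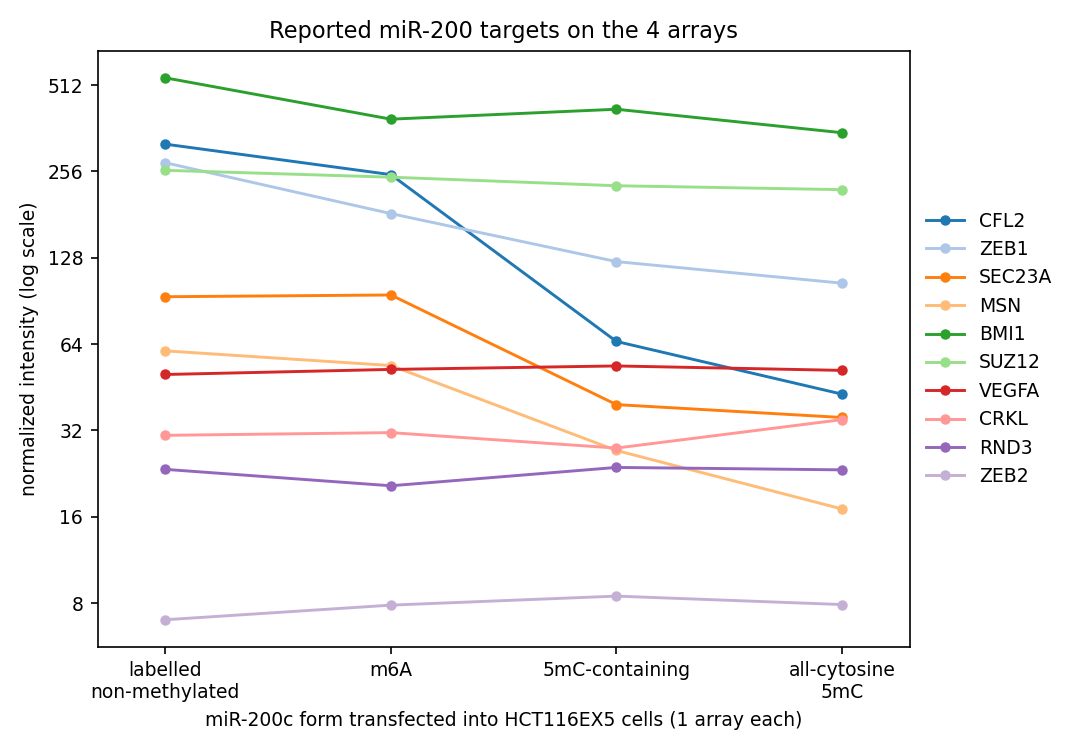
Normalized intensity (log scale) of 10 reported miR-200 targets on the 4 arrays, 1 array per miR-200c form; each point is 1 gene on 1 array and lines join the points of a gene. CFL2 stands at 319 and 249 on the labelled non-methylated and m6A arrays and at 65.4 and 42.9 on the 5mC-containing and all-cytosine 5mC arrays, while VEGFA stays between 50.2 and 53.7.

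**Figure D2:**
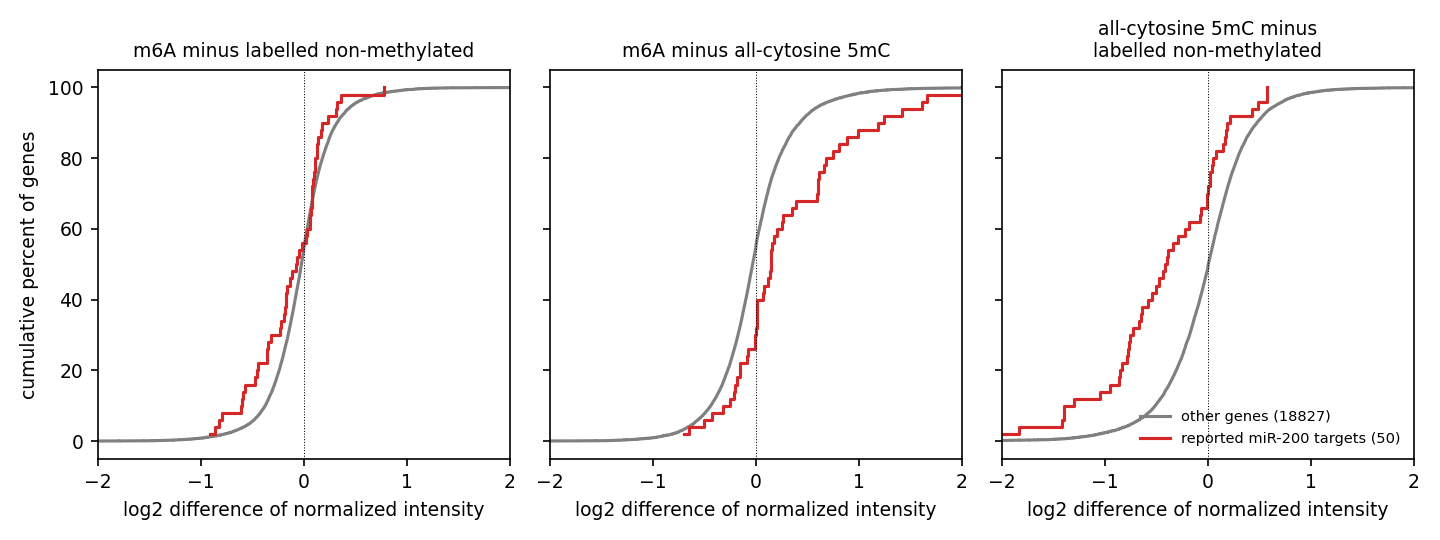
Cumulative percent of genes by log2 difference of normalized intensity between 2 arrays, for the 50 measured targets (red) and all other measured genes (grey); the axes stop at -2 and 2. The red line lies close to the grey one for m6A minus labelled non-methylated (shift -0.049), to its right for m6A minus all-cytosine 5mC (shift 0.18) and to its left for all-cytosine 5mC minus labelled non-methylated (shift -0.41).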

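Genes outside the target list were also lower on both arrays of 5mC forms, in a count added after the data were seen. Of all measured genes, 39 were at least 2-fold lower on both arrays of 5mC forms than on both other arrays, and 7 were at least 2-fold higher. The remaining 2 ways of pairing the arrays gave between 1 and 5 genes in either direction. Among the 39 genes, 23 had a mean normalized intensity of at least 25, and none of the genes in the opposite direction or in the other pairings did. CFL2, SEC23A and PPM1F were the 3 members of the target list among them. The lowest genes on the all-cytosine 5mC array relative to the array labelled non-methylated included POGLUT2, an enzyme that glycosylates proteins in the endoplasmic reticulum, at 23.7 against 244. MCFD2, part of the cargo receptor for coagulation factors, was at 61.5 against 530.0. AP1S2, a subunit of a clathrin adaptor, was at 27.1 against 211, and TMX1, a thioredoxin-related protein of the endoplasmic reticulum, at 142 against 1061. On the 5mC-containing array these genes were at 31.2 for POGLUT2, 116 for MCFD2, 46.2 for AP1S2 and 377 for TMX1. On the m6A array they were at 96.6, 388, 119.8 and 851 in the same order, each between the 5mC arrays and the array labelled non-methylated. The log2 difference of m6A from the latter was -1.34 for POGLUT2 and -0.82 for AP1S2, against -0.45 for MCFD2 and -0.32 for TMX1. Higher on the all-cytosine 5mC array was RGS2, a regulator of G protein signalling, at 1405 against 252 on the array labelled non-methylated, 406 on the 5mC-containing array and 159.8 on the m6A array.
Genes that set the m6A array apart from the other 3 were mostly dim, and no such count was made for the other arrays. On the m6A array, 17 genes were at least 2-fold higher and 12 at least 2-fold lower than on each other array, and 1 of the higher and none of the lower had a mean normalized intensity of at least 25. IRF9, a transcription factor of the interferon response, was at 22.0 on the m6A array and between 6.20 and 6.50 on the others. The 41 measured genes of the interferon and double-stranded RNA response had a shift of -0.0020 between the m6A array and the array labelled non-methylated. BRI3BP was at 1.93 on the m6A array and at 14.2 to 16.3 elsewhere. IRF9 and BRI3BP each rest on 1 dim probe. Of genes at 2-fold, 125 were higher and 157 lower on the m6A array than on the array labelled non-methylated, and 315 were higher and 179 lower than on the all-cytosine 5mC array. Quantile normalization turned the first split, to 152 higher and 138 lower. The all-cytosine 5mC array had 271 higher and 454 lower genes than the array labelled non-methylated. Most of these genes were dim, and with the mean normalized intensity required to be at least 25, a filter chosen after seeing the data, the first split turned as well. Among these brighter genes 20 were higher and 4 lower on the m6A array than on the array labelled non-methylated, and 163 higher and 21 lower than on the all-cytosine 5mC array, while the all-cytosine 5mC array had 65 higher and 207 lower genes than the array labelled non-methylated. AGO2, the Argonaute protein that holds the miRNA, was at 949 on the array labelled non-methylated and at 667, 546 and 695 on the 5mC-containing, all-cytosine 5mC and m6A arrays. The methyltransferase genes METTL3, METTL14 and NSUN2 and the demethylase gene ALKBH5 differed by less than 2-fold between any 2 arrays.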

### New-method for detect the methylated microRNAs using MALDI-TOF-MS

Based on our observation that RNA methyltransferases were increased in gastrointestinal cancer cells, we speculated that methylated miRNAs could serve as biomarkers for gastrointestinal cancer. To be find the commonly methylated miRNAs in gastrointestinal cancer, we tried to m6A RIP-Seq analysis of four pancreatic cancer cell lines and identified 63 commonly-methylated miRNAs (Fig. 1d and See Supplementary Table 1). Since conventional RNA-Seq with a next-generation sequencer cannot detect methylated bases in miRNAs, we purified target miRNAs using magnetic beads with bound complementary oligonucleotides and analyzed these by matrix-assisted laser desorption/ionization time-of-flight tandem MS^19–23^ (Fig. 2a, b). Methylated nucleotides were detected as a peak a +14 Da from predicted non-methylated peaks in the mass spectrum; the methylation site was further confirmed by derivatization of nucleotides (see Methods for details). The methylation level of each miRNA was evaluated using synthetic non-methylated (let-7a-5p and miR-17-5p) and methylated (let-7a-5p and miR-17-5p) miRNAs as the ratio between peak intensities of methylated and non-methylated nucleotides. This approach provided a highly sensitive and quantitative measurement of non-methylated and methylated miRNA oligonucleotides (Fig. 2b, See Supplementary Fig. 5 and Supplementary Table 2). We used this method to assess the methylation levels of miRNAs identified by RIP-Seq (Fig. 1d, See Supplementary Table 1) in pancreatic cancer tissue. Let-7a-5p and miR-17-5p had m6A whereas miR-200c-3p and miR-21-3p had 5mC modifications at specific positions in the mature sequence (Fig. 2c, d, See Supplementary Fig. 6). We next measured the methylation levels of these miRNAs in pancreatic and colorectal cancer tissues and paired normal samples and found that methylation was increased in all examined cases whereas no differences in miRNA expression level were detected by quantitative reverse transcription PCR (Fig. 3a, b, See Supplementary Figs 7–10, and Supplementary Tables 3–4). Moreover, the methylation levels of these miRNAs were higher in serum samples from pancreatic and colorectal cancer patients than in those from normal subjects (Fig. 3c, d, See Supplementary Figs. 11–14), and were lower in post- as compared to pre-surgery samples (Fig. 3e, f).

**Fig. 2:**
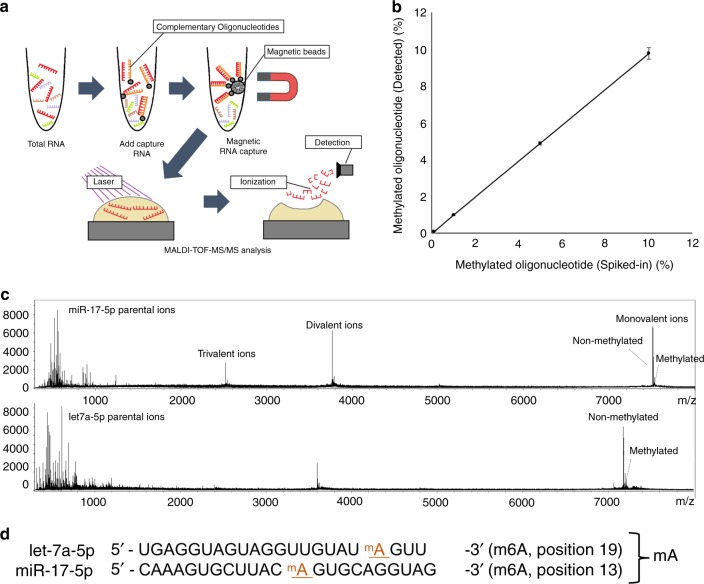
Detection of methylated bases in mature miRNAs. **a** Schematic depiction of the procedure for detecting RNA modifications in mature miRNA sequences. Total small RNA extracted from cells was hybridized with oligonucleotides complementary to target miRNAs on magnetic beads. Captured miRNAs were eluted and applied to sample plates and then analyzed by matrix-assisted laser desorption/ionization time-of-flight tandem MS (MALDI-TOF-MS/MS). **b** Dynamic range of methylated miRNA detection. Synthetic miR-200c-3p oligonucleotides with or without methylation were mixed at the indicated concentrations and analyzed by MALDI-TOF-MS/MS. **c** Mass spectrum of miR-17-5p and let-7a-5p obtained from pancreatic cancer patient-derived tissue. The spectrum shows monovalent, divalent, and trivalent methylated miR-17-5p RNA peaks and monovalent and divalent let-7a-5p RNA peaks (see Methods for details). **d** Position of methylated nucleoside in each miRNA

**Fig. 3:**
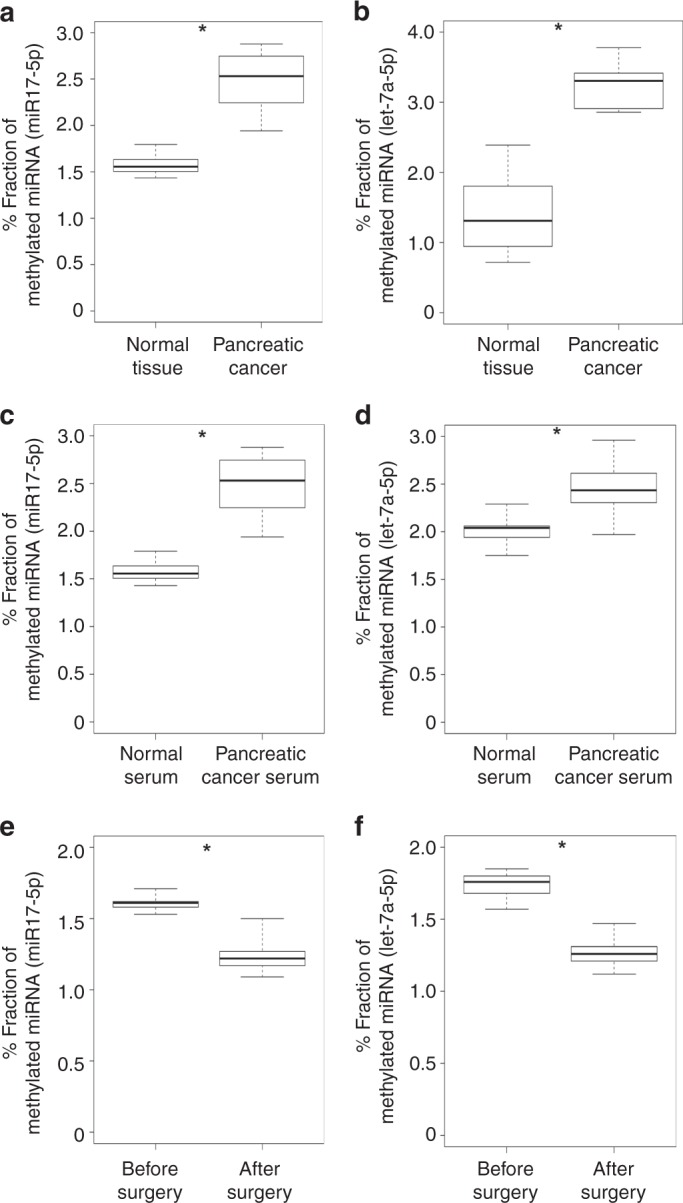
Increased miRNA methylation levels in pancreatic cancer tissue and serum. **a**, **b** Enhancement of miR-17-5p (**a**) and let-7a-5p (**b**) methylation in pancreatic cancer tissue (*n* = 12) relative to paired healthy tissue (*n* = 12). *p < 0.01 (t test). **c**, **d** Fraction of methylated miRNA at a specific position of miR-17-5p (**c**) and let-7a-5p (**d**) in serum derived from pancreatic cancer patients (*n* = 5) and healthy controls (*n* = 5). Healthy control serum was obtained from liver transplantation donors who were confirmed as having no cancer by endoscopy, computed tomography, and by detection of several tumor markers.*p < 0.01 (*t* test). **e**, **f** Fraction of methylated miRNA at a specific position of miR-17-5p (**e**) and let-7a-5p (**f**) in serum derived from pancreatic cancer patients before (*n* = 21) and after (*n* = 21) surgery. Healthy control serum was obtained from liver transplantation donors who were confirmed as having no cancer by endoscopy, computed tomography, and by detection of several tumor markers.*p < 0.01 (*t* test). The box range means from the first quartile to the third quartile. The second quartile means the median of the data. The lower limit of the bar was estimated by “the first quartile − 1.5 × interquartile range”, and the upper limit of the bar was estimated by “the third quartile + 1.5 × interquartile range

### Predicting structural changes of RISC complex by methylated microRNA

To clarify the biological significance of mature miRNA methylation, we carried out molecular simulations to examine the binding between Argonaute (AGO) protein and miR-17-5p and -200c-3p and let-7a-5p (with or without methylation) as well as structural changes in the complexes. In miR-200c-3p, the 5mC modification at position 9 was close to RNA recognition bases. Although there was no obvious difference between the first six nucleotides of methylated and non-methylated miR-200c-3p in the AGO complex, variations in the binding interaction between AGO and each miRNA were observed around the methyl groups, which enhanced van der Waals interactions with the protein and thereby diminished the surrounding space. At the same time, methyl groups of the cytosine at position 9 disrupted hydrogen bonding with Ser220 of AGO likely through steric hindrance, leading to a positional shift of the guanine at position 8 that was also caused by interaction with Arg761 of AGO (See Supplementary Fig. 15). In miR-17-5p and let-7a-5p, methylated adenines were located away from the RNA-binding site; however, m6A modification causes a large structural change in the whole complex, including around the RNA recognition site, which affects the target RNA recognition efficiency (See Supplementary Figs. 16 and 17). These findings indicate that m6A modification reduces the ability of miRNAs to suppress target mRNA translation.

### Methylated microRNAs become biomarkers of gastrointestinal cancer

To evaluate the potential of miRNA methylation as a biomarker for early cancer diagnosis, we examined miRNA methylation levels in serum samples from pancreatic cancer patients and healthy controls. Methylated miR-17-5p was detected in all pancreatic cancer patient samples but was either absent or present only at a low level in controls (Fig. 4a). Moreover, miRNA methylation showed better performance in detecting early-stage pancreatic cancer than established biomarkers such as carbohydrate antigen 19-9 (CA19-9) and carcinoembryonic antigen (CEA)^24^ (Fig. 4b, c, See Supplementary Fig. 18, and Supplementary Table 5). Thus, evaluating miRNA methylation and not simply the expression level is a promising diagnostic strategy. To evaluate the methylation of miRNAs as a biomarker, we agree that a relatively large scale study with cancer patients and healthy controls would be necessary for the clinical use. Although the results of this study provide evidence for the biological significance of RNA methylation status in gastrointestinal cancer. Although high-throughput nucleic acid sequencing is currently the gold standard for transcriptome-level analyses, MS enables high-resolution profiling of these chemical modifications, which can aid in the early diagnosis and treatment of cancer. Moreover, elucidating the mechanisms by which methylation regulates miRNA function in the initiation and progression of cancer can lead to the development targeted therapies that can improve patient outcome.

**Fig. 4:**
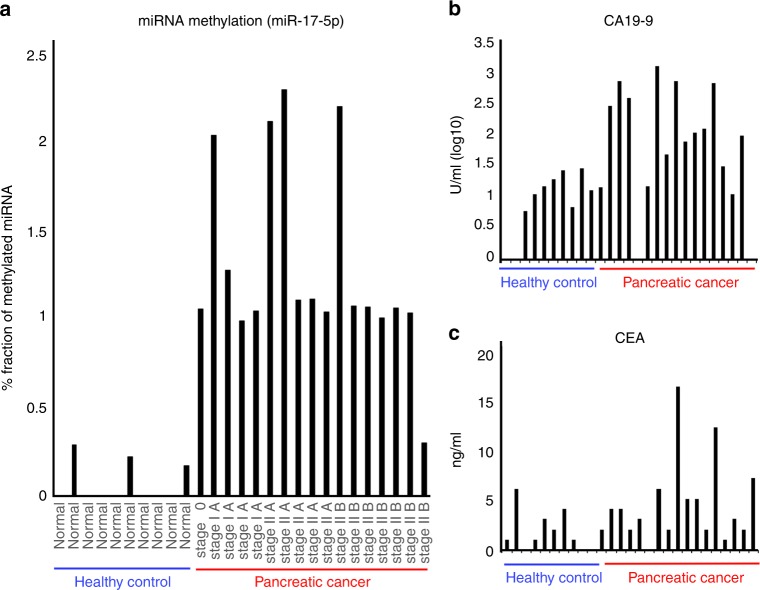
Diagnostic value of methylated miRNA in early-stage pancreatic cancer. **a** Left, bar graph showing the fraction of methylated miRNA of miR-17-5p in serum from pancreatic cancer patients (*n* = 17) and healthy controls (*n* = 10). The clinical stages of pancreatic cancer are indicated at the bottom. Expression below the detection limit is shown as zero. Right, quantitative analysis of carbohydrate antigen (CA19-9) (**b**) and carcinoembryonic antigen (CEA) (**c**) expression in the same set of samples. See Supplementary Table 5 for detailed clinicopathological information of each patient

## Methods

### Cell lines and culture

BxPC3, Panc10.5, PSN1, and Capan2 human pancreatic cancer cell lines were obtained from American Type Culture Collection (Manassas, VA, USA). HCT116EX5 cells were a gift from Bert Vogelstein (Johns Hopkins University, Baltimore, MS, USA). Mycoplasma testing was performed using the MycoAlert Mycoplasma Detection Kit (Lonza, Allendale, NJ). Mycoplasma testing confirmed negative results. Cells were cultured in Roswell Park Memorial Institute-1640 medium supplemented with 10% fetal bovine serum (FBS) (Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C in a humidified incubator of 5% CO_2_.

### miRNA immunoprecipitation. miRNA immunoprecipitation

Total RNA was extracted from cells and tissues using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions. Small RNA fraction (<100 nt) including miRNA were separated from total RNA using High Pure miRNA Isolation Kit (Roche, Basel, Switzerland) according to the manufacturer’s instructions. Small RNA immunoprecipitation was performed using anti-m6A antibody (200 microμg/ml) (cat. 202 003, Synaptic Systems, Goettingen, Germany) at 4°C for 2 h. The miRNA-anti-m6A-antibody complex was incubated with Dynabeads Protein G (Thermo Fisher Scientific) at 4 °C for 2 h. The mixture was obtained by magnetic separation. M6A containing microRNA was eluted from the mixture using 6.7 mM N6-Methyladenosine 5-monophosphate sodium salt (Sigma-aldrich, St. Louis, MO, USA) at 4 °C for 2 h.

### RNA microarray

After assessment for quality, 500 ng of the extracted totalRNA was labeled with Cyanine-3 (Cy3) using the Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA). Dye incorporation and cRNA yield were assessed using the NanoDrop ND-2000 Spectrophotometer. The labeled RNAs were hybridized onto Human Oligo chip 25k (TORAY, Tokyo, Japan) for 17 h at 65 °C in a rotating. After hybridization, microarrays were stringently washed for 1 min at room temperature with GE Wash Buffer 1 (Agilent Technologies) followed by GE Wash buffer 2 for 1 min at 37 °C (Agilent Technologies) and then immediately dried by brief centrifugation. The fluorescent signals were then scanned with the Agilent DNA Microarray Scanner. 

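The 4 arrays were alike in background and differed in brightness. The background value that the authors subtracted was 61.3 on the array labelled non-methylated miR-200c, 65.2 on the 5mC-containing array, 64.5 on the all-cytosine 5mC array and 65.7 on the m6A array. The median raw intensity of the probes was 94.3, 114, 113 and 111 in the same order, so the factor that brought each array to the common median was 0.533 for the array labelled non-methylated and 0.371, 0.368 and 0.384 for the others. The brightest probe reached 65490, on the all-cytosine 5mC array. Spots of the first positive control, 24 on each array, had an SD of 0.090 on the log2 scale of raw intensity on the array labelled non-methylated, 0.093 on the 5mC-containing array, 0.15 on the all-cytosine 5mC array and 0.091 on the m6A array. For the second positive control the SD was 0.080, 0.11, 0.19 and 0.14 in the same order. Among the 9821 genes with a mean normalized intensity of at least 25, the median absolute log2 difference between 2 arrays, after centring, was 0.14 for m6A against the array labelled non-methylated and 0.22 for all-cytosine 5mC against it. These values include both spot noise and differences between the cultures, which 1 array per condition cannot part. The authors marked 16 spots on the m6A array and 7 on the array labelled non-methylated as unusable, against 1 on each of the other 2.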

The data have been submitted to the Gene Expression Omnibus database of National Center for Biotechnology Information (accession no. GSE134794).

### miRNA sequencing

miRNA libraries were constructed following manufacturer instructions using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs, Ipswich, MA, USA) and sequenced by the HiSeq 2500 platform (Illumina, San Diego, CA, USA). After removing 3′ adapters with the FASTX-toolkit, reads were aligned to the mouse and human reference genomes and transcriptomes using TopHat2 (https://ccb.jhu.edu/software/tophat/index.shtml). The human (hg38) reference sequences used for this purpose were downloaded from the University of California at Santa Cruz genome browser. We calculated the reads per kilobase of exon per million reads mapped reads using Cufflinks (http://cole-trapnell-lab.github.io/cufflinks/). Raw reads from these samples have been submitted to the Gene Expression Omnibus database of National Center for Biotechnology Information (accession no. GSE119014).

### miRNA capture

Total RNA was extracted from cells and tissues using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer’s instructions and annealed to single-strand DNA oligonucleotides complementary to target miRNAs that were adenine-methylated at the 5′ end via a C6 linker. The mixture was heated to 95 °C, then gradually cooled to 30 °C. The miRNA-DNA complex was incubated with Dynabeads M-270 Amine (Thermo Fisher Scientific) at 4 °C for 1 h. The mixture was heat-eluted and the supernatant was obtained by magnetic separation. Lyophilized samples were used for subsequent experiments.

### Matrix-assisted laser desorption/ionization time-of-flight mass spectrometry (MALDI-TOF-MS)

Captured miRNAs were purified with a Zip Tip C18 column (Millipore, Billerica, MA, USA) according to the manufacturer’s protocol. Purified samples were mixed with an aqueous solution of 3-hydroxypicolinic acid (Bruker Daltonics, Bremen, Germany) at a ratio of 1:1 (v/v) and applied to the target plate. One microliter of the mixture was applied to an MTP AnchorChip 384 target plate (Bruker Daltonics) and air-dried at room temperature. MALDI-TOF-MS analysis was performed with an ultrafleXtreme MALDI-TOF/TOF mass spectrometer (Bruker Daltonics) operated in negative ion and reflectron modes. Spectra were manually acquired using FlexControl software (v.3.3.108.0) (Bruker Daltonics). An analysis of the RNAs following hydrazine treatment revealed that the peaks contained m5C^25^. Methylated adenines were determined to be 6 mA by sequential MS analysis following treatment with dimethylsulfate, which preferentially alkylates the N1 of adenines in RNA^26^.

### Epidermal growth factor (EGF) stimulation

Cells were seeded in 6-well plates (2 × 105 cells/well) and incubated with medium containing 10% FBS. After 48 h, the medium was replaced with one containing 1% FBS. After another 24 h, recombinant EGF (Sigma-Aldrich) was added at a concentration of 100 ng/ml; untreated cells served as the control group. The cells were collected 12 h later for analysis.

### Liquid chromatography-tandem MS (LC-MS/MS)

Total RNA was purified by ultrafiltration using an Eclipse XDB-C18 high-performance LC column (Agilent Technologies) with a molecular weight cut-off of 3 kDa. Isolated small RNA fractions were hydrolyzed into nucleosides in a reaction mixture containing benzonase, phosphodiestrase I, and alkaline phosphatase. LC-MS/MS analysis was performed on an Agilent 6400 mass spectrometer (Agilent Technologies).

### Transfection of synthetic oligonucleotides

Double-stranded RNA oligonucleotides with or without methyl groups were synthesized by Gene Design (Osaka, Japan). The sequence of non-methylated and methylated nucleosides was verified by MALDI-TOF-MS/MS. miRNA sequences were obtained from miRBASE (release 21; http://www.mirbase.org/). The sequence of each oligonucleotide is shown in Fig. 2d. Synthetic miRNAs were transfected into cells using Lipofectamine 3000 (Invitrogen) according to the manufacturer’s protocol.

### Expression data analysis

In order to compare the difference of gene expression changes adopted miR-200c-3p of cytosine-methylated and non-methylated forms to, Gene set enrichment analysis (GSEA) was performed using the fgsea package^27^ on R version 3.5.225^28^. In these analyses, we used the original gene set for targets of above micro RNAs based on Tarbase (http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=tarbase/index)^29^, which was decided based on some experimental facts. GSEA was performed on the ranked list for changes between two experimental conditions (non-methylated or methylated micro RNA and control) on gene sets of these target genes.

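Ranked by log2 difference between 2 arrays and scored with fgsea, the 50 measured reported targets of miR-200 had a normalized enrichment score of 2.25 for m6A against all-cytosine 5mC and 2.11 for m6A against the 5mC-containing form, so that targets such as CFL2 and SEC23A lay towards the genes higher on the m6A array. The score was -2.38 for all-cytosine 5mC against the array labelled non-methylated miR-200c and -2.39 for the 5mC-containing form against it. It was -1.61 for m6A against the array labelled non-methylated, where CXCL8, GATA3, PLCG1 and CXCL1 were the lowest targets, and -1.34 between the all-cytosine and 5mC-containing forms. CXCL8, a neutrophil chemokine, was at 41.6 on the array labelled non-methylated and 22.1 on the m6A array, and PLCG1, a phospholipase of receptor signalling, was at 56.6 and 32.0. GATA3, a transcription factor, was close to background, at 1.34 on the array labelled non-methylated and at the floor on the m6A array. The scores are given without p-values, since their permutations treat genes as independent replicates. No array of a further control was used here.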

### Real-time quantitative reverse transcription polymerase chain reaction (qRT-PCR)

The TaqMan MicroRNA Reverse Transcription kit (Applied Biosystems, Foster City, CA, USA) was used for miRNA quantification according to the manufacturer’s protocols.

### Molecular dynamics simulations

To predict the binding of methylated and non-methylated miRNAs to the human AGO2 protein (See Supplementary Figs. 15–17), we used the X-ray structure of AGO2/RNA as the guide complex (PDB ID: 4OLB^30^ and 4W5N^31^). Initially, the RNA-binding bases were substituted with the corresponding bases in each miRNA. For each miRNA complex structure, molecular dynamics simulations were performed under organic conditions (1 atm and ~37 °C). After thermodynamic sampling, energy minimizations were carried out to predict the docking of the structures. All calculations were performed with AMBER99 force field^32^ using the Amber 12 program (http://ambermd.org/)^33^.

### Clinical samples

Colorectal and gastric cancer and paired normal tissue samples (located >5 cm from the malignant region) were obtained during surgery. All patients underwent resection of the primary tumor at Osaka University Hospital (Osaka, Japan) and affiliated hospitals. Blood samples from pancreatic cancer patients were collected before surgery. Healthy controls had no visible lesions by diagnostic imaging and no abnormal findings in the blood examination. Informed consent was obtained from all participants. We have complied with all relevant ethical regulations for work with human participants. The study protocols were approved by the ethics committee of Osaka University (approval nos. 663, 15222-2, and 08226-5).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All the data supporting the findings of this study are available within the article and its supplementary information files and from the corresponding author upon reasonable request. Sequence data for Fig. 1d have been deposited in the NCBI GEO data set with accession code GSE119014; Microarray data for Supplementary Fig. 4 have been deposited in the NCBI GEO data set with accession code GSE134794. Public datasets used in this study can be found in GEO under the accession numbers: GDS4103 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE15471), and GDS4382 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE32323). X-ray structure used in this study can be found in PDB ID: 4OLB and 4W5N2 (http://www.rcsb.org/structure/4W5N).

# Supplementary material for: Distinct methylation levels of mature microRNAs in gastrointestinal cancers
**Source:** Nat Commun. 2019 Aug 29;10:3888. doi: 10.1038/s41467-019-11826-1
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☐ ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection We do not use the special software for data collection.

Data analysis We do not use the special program to analyses our data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data that support the findings of this study are available from the corresponding authors upon request. Sequence data for Figure 1d have been deposited in the NCBI GEO data set with accession code GSE119014 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE119014>); Microarray data for Supplementary Figure 4 have been deposited in the NCBI GEO data set with accession code GSE134794 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE134794>). Public datasets used in this study can be found in GEO under the accession numbers: GDS4103 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE15471>), and GDS4382 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE32323>). X-ray structure used in this study can be found in PDB ID: 4OLB (<http://www.rcsb.org/structure/4OLB>) and 4W5N2 (<http://www.rcsb.org/structure/4W5N2>).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample-size calculation was performed. We used the available samples stored at Osaka University Hospital.
Data exclusions	No data were excluded from the analysis.
Replication	All samples were analyzed more than 3 times. We confirmed that all data have replication.
Randomization	Colorectal and gastric cancer and paired normal tissue samples (located > 5 cm from the malignant region) were obtained during surgery. All patients underwent resection of the primary tumor at Osaka University Hospital (Osaka, Japan) and affiliated hospitals. Blood samples from pancreatic cancer patients were collected before surgery. Healthy controls had no visible lesions by diagnostic imaging and no abnormal findings in the blood examination. Informed consent was obtained from all participants.
Blinding	M.K., A.Y., and K.O. performed mass spectrometry analysis in the situation where we do not know clinical information

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☒	☐ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	anti-m6A antibody (cat. 202 003, Synaptic Systems, Goettingen, Germany)
Validation	Validation statements were noted on manufacture's web site. (https://www.sysy.com/products/m6a/facts-202003.php)

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	BxPC3, Panc10.5, PSN1, Capan2, HCT116, and HCT116EX5
Authentication	BxPC3, Panc10.5, PSN1, and Capan2 human pancreatic cancer cell lines were obtained from American Type Culture Collection (Manassas, VA, USA). HCT116EX5 cells were a gift from Bert Vogelstein (Johns Hopkins University, Baltimore, MS, USA).
Mycoplasma contamination	Mycoplasma testing was performed using the MycoAlert Mycoplasma Detection Kit (Lonza, Allendale, NJ). Mycoplasma testing confirmed negative results.
Commonly misidentified lines (See ICLAC register)	In this study, no commonly misidentified cell lines were used.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	Colorectal and gastric cancer and paired normal tissue samples (located > 5 cm from the malignant region) were obtained during surgery. All patients underwent resection of the primary tumor at Osaka University Hospital (Osaka, Japan) and affiliated hospitals.
Recruitment	Blood samples from pancreatic cancer patients were collected before and after surgery. Healthy controls had no visible lesions by diagnostic imaging and no abnormal findings in the blood examination.
Ethics oversight	We have complied with all relevant ethical regulations for work with human participants. The study protocols were approved by the ethics committee of Osaka University (approval nos. 663, 15222-2, and 08226-5).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

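Total RNA of HCT116 EX5 cells transfected with 1 of 4 forms of miR-200c (labelled non-methylated, 5mC-containing, all-cytosine 5mC and m6A) was measured on 4 arrays of the TORAY Human Oligo chip 25k, 1 array per condition. The labels name Cy5 as the dye and the methods Cy3. Each array holds 1 colour, so no ratio depends on the dye. The authors deposited for each spot the raw intensity, the intensity after subtraction of 1 background value per array and the intensity scaled by 1 factor per array to a median of 25, and left the scaled value empty where a spot was not above background or was marked as unusable. Software and settings of these steps are not given in the sources used here. The table of the whole series holds the raw intensities as deposited, rounded to whole numbers, and was used as an alternative source of values. For this use each array was divided by its own median intensity, which sets all 4 to a common median, and the background was kept.

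From the scaled intensities, control spots (2996, of which 2680 were blank) and 17 probes marked as unusable on any array were left out. The second step was decided after first results were seen, in which such empty values had been taken for low signal and gave false differences on the m6A array and the array labelled non-methylated. Values were floored at 0.738, the highest of the 4 arrays' lowest measured values, and taken to log2. Of 24460 probes, 20947 were above background on all 4 arrays and 1534 on none. Probes were named by Entrez identifier (18473 probes) or RefSeq accession (2151 probes) through the RefSeq gene table of the assembly GRCh38.p14, or else by the symbol on the array (2304 probes). No name was given to 1530 probes, nor to 2 that matched several genes. The arrays name no genome build, so no coordinates are given. Each gene was read from the probe with the highest mean over the 4 arrays among those above background on at least 2 arrays, which gave 18877 genes.

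The comparisons of main interest were m6A against the array labelled non-methylated, against all-cytosine 5mC and against 5mC-containing miR-200c, and the remaining 3 pairs of arrays were compared in the same way. The reporting summary of the paper says of all samples that they were analysed more than 3 times, and 1 array per condition was used here. With 1 array per condition no test across arrays was possible and no p-value is given. Gene lists, fixed before the data were examined, were described by the difference of medians on the log2 scale and by its percentile among 10000 random lists of the same size drawn within 20 bins of mean intensity. Random lists hold genes that vary independently, while genes of one pathway vary together, so that a list can lie outside all random lists on account of a single culture. Percentiles below 2.5 and above 97.5 are called outside the random lists. The lists were reported miR-200 targets, epithelial, mesenchymal, fibroblast and blood cell markers, colon epithelial differentiation, the interferon and double-stranded RNA response, the NF-kB response, small RNA machinery, RNA methylation machinery, cell cycle, p53 targets, the unfolded protein and integrated stress response, hypoxia and glycolysis, cholesterol synthesis, immediate early genes, ribosomal protein genes, replication-dependent histone genes and mitochondrially encoded transcripts. The last had no measured member. The method was tested on simulated data of m6A against the array labelled non-methylated, with 18877 genes and 50 runs. A shift of -0.4 in a list of 50 genes was recovered as -0.40 and lay outside the random lists in every run. A shift of -0.2 was recovered as -0.20 and lay outside in 94% of runs, and a list without a shift in 0%. The simulated m6A array was the array labelled non-methylated plus independent noise of the same SD for every gene. This SD, 0.34, was that of the difference between the 2 arrays of 5mC forms. The simulation left out that genes of a list vary together and that dim probes are noisier, so these shares are no error rates of the real arrays.

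The rule for named genes, fixed before the data were examined, took the genes the paper names that bear on these cells (DICER1, AGO2, METTL3, METTL14, NSUN2, ALKBH5), the 10 highest and 10 lowest genes that set the m6A array at least 2-fold apart from each other array, the 5 highest and 5 lowest differences of m6A and of all-cytosine 5mC against the array labelled non-methylated, a set of reported targets with CDH1 and VIM, and up to 4 members of each list with the largest differences. Its part on genes with a seed site was dropped with those genes, and 4 further genes of the closing section were chosen after their values were seen. Some genes that the rule takes are not reported here. A further count, of genes 2-fold lower on both arrays of 5mC forms than on both others, was added after the data were seen. Genes and words in 3' UTRs that match the miR-200c seed were planned as well and are not analysed here, since no 3' UTR sequences were used.

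The precision rests on 1 array per condition and on the signal over background. A probe near background can differ 2-fold through noise alone. Alternatives were quantile normalization, scaling to the 75th percentile, cyclic loess, normexp with an offset of 50 followed by quantile normalization, the values of the series table, other limits on dim probes, the mean of a gene's probes, the mean of a list in place of its median, a threshold of 1.5-fold and the method of the paper, fgsea. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 and fgsea 1.28.0, were used.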

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

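The limit used here, fewer than 10 of 10000 random lists as extreme, and the comparisons weighed were chosen after the lists' values were seen, as was the test of the label, while those after cyclic loess and without shared genes were chosen before their results. Of 102 pairs of a list and a comparison, targets aside, 7 passed this limit and 0.204 would by chance, if the genes of a list varied independently. They come from 3 lists, and comparisons that share an array are not independent. Random lists hold genes of similar intensity, so that a trend with signal and noise independent between spots act on them too.

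The 5mC-containing form, which the paper's account of the gene expression profiling does not set apart from the all-cytosine form, had reported miR-200 targets lower than the array labelled non-methylated, with a shift of -0.23, against -0.41 for the all-cytosine form. A trend of the difference with signal is argued against by its size, since cyclic loess moved the central 95% of genes by -0.039 to 0.10 for the all-cytosine form and -0.041 to 0.020 for the 5mC-containing form, and left shifts of -0.42 and -0.24. It moved targets and other genes almost alike, with medians of -0.025 and -0.015 for the first and -0.032 and -0.027 for the second. Open is whether the array labelled non-methylated comes from cells without active miR-200c, as its title Control might imply, and the shift of -0.049 between m6A and it, known before the test was chosen, does not decide this. Whether 5mC forms lower the targets more than the non-methylated form does was not tested, and both readings need a further array.

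Genes of cholesterol synthesis were lowest on the all-cytosine 5mC array, with shifts of -0.36 against the array labelled non-methylated and -0.35 against the 5mC-containing array, where all 21 members were lower, and 0.57 for m6A against the all-cytosine array. Over 8 alternatives they ranged up to -0.067, up to -0.26 and down to 0.44 in this order. INSIG1, which retains the sterol sensor in the endoplasmic reticulum, was at 68.1 against 170.1 on the 5mC-containing array, 248 on the array labelled non-methylated and 258 on the m6A array. Cell cycle genes had shifts of -0.31 for the all-cytosine against the 5mC-containing array and 0.30 for m6A against the all-cytosine array, with CCNA2, a cyclin, at 310.4 on the all-cytosine array and 603 on the 5mC-containing array. Against the array labelled non-methylated the cell cycle shift was -0.25 for the all-cytosine form, at percentile 0.51 and turning to 0.020 with the raw values of the series, and 0.084 for the 5mC-containing form, at percentile 98.8 and ranging up to 0.31 over 8 alternatives. Raw values keep the background, which by itself raises bright genes against the array labelled non-methylated. The turn to 0.020 therefore does not tell whether the shift is fragile.

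A trend with signal is argued against as the whole cause by the shifts after cyclic loess, -0.32 for cholesterol synthesis and -0.27 for cell cycle against the 5mC-containing array. In this pair the correction moved the median of the other genes by only 0.0049, but that of the list members by 0.050 for cholesterol synthesis and 0.068 for cell cycle. A feature of that single array, the density or growth of its culture, and an effect of the methylated form stay open.

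Genes of the NF-kB response were highest on the array labelled non-methylated, with shifts against it of -0.30 for m6A, -0.26 for the 5mC-containing form and -0.21 for the all-cytosine form, the last at percentile 2.36. Over 8 alternatives they ranged up to -0.11, -0.026 and -0.0067 in this order. The chemokine CXCL2 was at 7.43 on it and at 3.41 on the m6A array, and TNFAIP3, a feedback inhibitor of NF-kB, at 21.4 and 12.6. The shift of -0.30 after cyclic loess is no test of a trend by itself, since the members moved by 0.024 and the other genes by 0.023, but the trend found, which moved the central 95% of genes by 0.016 to 0.048, is smaller than the shift. The members shared with the list of reported miR-200 targets, CXCL1 and CXCL8, are not the whole cause, since without them the shift was -0.26. All these comparisons share 1 array, so a state of that culture stays open, and no biological explanation was tested.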

How the results depend on the processing

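Reported miR-200 targets stayed higher on the m6A array than on both arrays of 5mC forms, and lower on those than on the array labelled non-methylated, outside the random lists in all 10 alternatives that give a shift. Between m6A and the array labelled non-methylated the shift stayed between -0.11 and -0.037 and lay below the random lists of the same setting in 2 of 10 alternatives and above them in none. Filters by a mean normalized intensity of at least 25, and the count over pairs of arrays, were added after seeing the data. Quantile normalization moved genes at 2-fold for m6A against the 5mC-containing form from 154 higher and 135 lower to 192 and 105, and 1.5-fold gave 1100 and 1034 for m6A against all-cytosine 5mC. Normexp gave 8 and 1 for m6A against the array labelled non-methylated, 81 and 5 against all-cytosine 5mC and 22 and 2 against the 5mC-containing form, and against the array labelled non-methylated 31 and 91 for all-cytosine 5mC and 9 and 27 for the 5mC-containing form. Raw values gave 15 and 0, 70 and 4, and 20 and 2 for m6A in this order, and 19 and 15 for the 5mC-containing form, while brighter genes alone gave 38 and 5 for m6A against the 5mC-containing form, 27 and 55 for that form against the array labelled non-methylated and 6 and 21 between the 5mC forms. Normexp values keep an offset of 50, which draws ratios towards 1. Raw values keep the background and were scaled only by the median of each array. Dim probes limit every count of genes. Alternatives on seed sites and words in 3' UTRs were not run, since no 3' UTR sequences were used. No paired analysis was possible because each condition has 1 array. Where not stated, the cause was not tested.

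The shifts of the targets were, with normexp and with the series table, 0.067 and 0.064 for m6A against all-cytosine 5mC, 0.057 and 0.058 for m6A against the 5mC-containing form, -0.091 and -0.16 for all-cytosine 5mC against the array labelled non-methylated, and -0.14 and -0.13 for the 5mC-containing form against it. Means in place of medians gave 0.33, 0.25 and, for the 5mC-containing form against the array labelled non-methylated, -0.35. Brighter genes alone gave 0.27 for the second of these comparisons and -0.38 for the last.

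Genes at 2-fold numbered 282 for m6A against the array labelled non-methylated, 494 for m6A against all-cytosine 5mC, 289 for m6A against the 5mC-containing form, 725 for all-cytosine 5mC and 361 for the 5mC-containing form against the array labelled non-methylated, and 288 between the 5mC forms. In this order normexp gave 9, 86, 24, 122, 36 and 10, the values of the series 15, 74, 22, 100, 34 and 10, brighter genes alone 24, 184, 43, 272, 82 and 27, and a threshold of 1.5-fold 1364, 2134, 1332, 2725, 1622 and 1488. Probes above background on all 4 arrays gave 181 for the first and 176 for the last. Genes lower on both arrays of 5mC forms numbered 14 with normexp, 9 with the series table and between 34 and 48 under the other normalizations, filters by background and the mean of probes, against 39. Brighter genes alone gave 23. A threshold of 1.5-fold gave 185, but also 77 in the opposite direction and between 31 and 67 in the other pairings of arrays.

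For m6A against the array labelled non-methylated, the series table gave shifts of -0.11 for the NF-kB response, -0.060 for small RNA machinery, 0.17 for cell cycle, 0.081 for p53 targets, -0.0020 for hypoxia and glycolysis, 0.34 for cholesterol synthesis, 0.15 for ribosomal protein genes and 0.081 for histone genes. RNA methylation machinery gave -0.030 with normexp and 0.013, with its sign turned, with the series table. Ribosomal protein genes gave -0.0037 with quantile normalization and -0.0034 with normexp, and between the 5mC forms -0.00018 with quantile normalization, with the sign turned. Cell cycle for all-cytosine 5mC against the array labelled non-methylated turned to 0.020 with the series table. With the series table the log2 difference of dim genes at 2-fold also turned, to -0.010 for AC147362.2 in all-cytosine 5mC, to -0.15 for CCL5 and -0.0077 for KLHDC9 in the 5mC-containing form, and to -0.024 for GYPE, -0.088 for KLHDC9, -0.065 for MUC2 and -0.067 for PTPRC in m6A, each against the array labelled non-methylated. Of 280 shifts of lists other than the targets under the alternatives, 16 had the other sign, 3 of them for lists outside the random lists, and 20 besides these 3 moved by more than the distance from the middle to the edge of the central 95% of random lists. Of 3562 log2 differences of named genes, 61 had the other sign, 7 of them for genes at 2-fold, and 364 besides these 7 moved by more than 1 SD of that difference across genes.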

Differences from the paper's values

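The paper's text states no number for these arrays, so no pair of values was compared, and its Supplementary Fig. 4 was not used here. It states that the m6A form did not reduce target mRNAs as compared with the m5C or non-methylated form. Against the 5mC forms, targets were higher with m6A, with shifts of 0.18 and 0.16 for the all-cytosine and 5mC-containing forms. Against the array labelled non-methylated, 22 of 50 reported targets were higher with m6A and 28 lower, with a shift of -0.049 inside the random lists, and 1 higher and 7 lower at 1.5-fold. Among the 7, CXCL8 and CXCL1 also belong to the NF-kB response, a list with a shift of -0.30 in this comparison. FN1 and GATA3 of the 7, and WASF3, the higher one, were close to background. The target list was not scored without these genes. In 2 of 10 alternatives, normexp and the mean in place of the median, targets on the m6A array lay below the random lists. The score of fgsea was -1.61, but it is not matched on intensity, and the NF-kB response list scored -1.79 in the same comparison. The paper applied fgsea to changes between a miRNA form and a control, a comparison not made here. The statement is therefore not settled by these arrays. The statement can also be read as target levels higher with m6A than with the non-methylated form. None of 10 alternatives, 1 of them chosen after seeing the values, placed the m6A array above the array labelled non-methylated. This does not decide that reading, since whether the latter array, titled Control, comes from cells with active miR-200c is open. Both 5mC arrays lay below the array labelled non-methylated, with shifts of -0.41 and -0.23. The target set used here is not the TarBase set of the paper.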

Other observations

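The genes of the last paragraph were chosen after their values were seen. Other gene groups differed between the arrays. Small RNA machinery was lower on the m6A array than on the array labelled non-methylated, with a shift of -0.23 and 11 of 12 members lower. It was led by TNRC6B, a protein of the GW182 family that takes part in silencing miRNA targets, at 12.3 against 21.9. On the 5mC-containing array its shift was -0.19, ranging up to -0.050 over 8 alternatives. RNA methylation machinery was lower for m6A by a shift of -0.12, with 22 members lower and 11 higher, and with RBM15B, a subunit of the m6A writer complex, at 131 against 212, while YTHDF2, an m6A reader, was at 398 against 263. Hypoxia and glycolysis genes had a shift of -0.13, with 13 members lower and 6 higher. The largest difference was in ANKRD37, which was higher, at 30.1 against 19.2, while LDHA, lactate dehydrogenase, was at 4958 against 6938. Cholesterol synthesis was higher for m6A than for the array labelled non-methylated by a shift of 0.15, with MSMO1 at 1255 against 797, although SREBF2, its transcription factor, was at 169.7 against 317. With the raw values of the series these shifts for m6A were -0.060 for small RNA machinery, 0.013 for RNA methylation machinery, so that its direction turned, -0.0020 for hypoxia and glycolysis and 0.34 for cholesterol synthesis. Each rose, the direction in which kept background moves bright genes against this array, so these values neither weaken nor strengthen the shifts by themselves. Replication-dependent histone genes were lower on the all-cytosine 5mC array than on the array labelled non-methylated, with a shift of -0.24, ranging up to -0.043 over 8 alternatives, and H2AC6 at 71.7 against 147. Genes of the interferon and double-stranded RNA response were lower on the 5mC-containing array than on the array labelled non-methylated, with a shift of -0.091 at percentile 2.27, ranging from -0.12 to -0.031 over 8 alternatives, and 3 members lower and 1 higher at 2-fold. These members, IFI44, CXCL10, IFIT1 and CCL5, were close to background, at 3.93 or less on both arrays.

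Lists inside the random lists for m6A against the array labelled non-methylated were epithelial markers (shift 0.082), mesenchymal markers (0.092), cell cycle (0.00046), p53 targets (-0.063), the unfolded protein and integrated stress response (0.030), immediate early genes (-0.044), colon epithelial differentiation (-0.077), fibroblast markers (-0.024), blood cell markers (-0.024), ribosomal protein genes (-0.065) and histone genes (-0.052). With the raw values of the series mesenchymal markers, p53 targets, immediate early genes, ribosomal protein genes and histone genes had the other sign. For all of these but the mesenchymal markers the turn was upward, the direction in which kept background moves bright genes against this array. Such a turn is partly built into the setting. Of the epithelial markers 13 were higher and 8 lower for m6A. The largest difference and the only 2-fold one was in ESRP1, a splicing factor of epithelial cells close to background, at 2.25 on the array labelled non-methylated and 1.07 on the m6A array. EPCAM, an epithelial adhesion molecule, was at 50.3 on the array labelled non-methylated and at 81.2, 82.1 and 94.8 on the 5mC-containing, all-cytosine 5mC and m6A arrays. KRT18, an epithelial keratin, was at 1067 against 1753, 1635 and 1784. Of the 102 pairs of a list and a comparison, 23 lay outside the random lists and 5.1 would by chance if members varied independently.

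Among the genes at least 2-fold lower on both arrays of 5mC forms, several outside the target list were bright. CHMP5, a protein of endosomal sorting, was at 766 on the array labelled non-methylated and 785 on the m6A array, against 257 and 161 on the 5mC-containing and all-cytosine 5mC arrays. CNN3, an actin-binding calponin, was at 1364 and 1311 against 510.4 and 437. COPS8, a subunit of the COP9 signalosome, was at 606 and 556 against 233 and 224, and CLIC4, a chloride channel protein, at 306 and 269 against 123 and 87.9. Whether these genes carry sites for miR-200c was not analysed here.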
